A study of Gallus gallus with 6 samples.

How the data were processed

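RNA sequencing was carried out on 6 single otocysts, the embryonic vesicles that form the inner ear, taken from 3 White Leghorn chicken embryos at embryonic day 2.5. Per the labels' protocols, the right otocyst of an embryo was cultured for 24 h in medium with 300 µM IWR-1 and the left one in medium with DMSO, the solvent. IWR-1 is a small molecule that blocks canonical Wnt signalling by stabilising the Axin complex that degrades beta-catenin. Total RNA was amplified with a SMART-Seq v4 low-input kit, converted to libraries with Nextera XT and sequenced as short paired-end reads on an Illumina instrument, per the labels' protocols. Samples were placed in the IWR-1 group (n = 3) or the DMSO group (n = 3) by the treatment label. The embryo numbers 35, 39 and 40 come from the sample titles, where the same number carries an R and an L, and the pairing of otocysts by embryo rests on those titles. Treatment and body side coincide in every embryo, so the design cannot part them.

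The authors deposited 1 table per library, with the same 25752 targets in each: 25747 versioned Ensembl chicken transcript identifiers and 5 added named sequences (mRFP, EGFP, HA-tag, NICD1 and Atoh1). Per the file headers, each table holds an estimated count of reads per target, which need not be whole, and a TPM value (a relative abundance scaled by effective length and library total), beside the length and effective length of the target. The estimated counts as deposited are not normalized. The column names are those of the program kallisto, but neither the labels nor the headers name the quantification tool, the transcript set, the genome build or any read filter. No replicates were pooled. Reads that fit several targets are divided among them by such an estimator, so that the values of isoforms of the same gene depend on each other.

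The files do not pair the transcript identifiers with gene names, and the gene table at hand carried no Ensembl identifiers, so 0 identifiers were matched to a name and transcripts were the unit of every test. Tests per gene, and lists of Wnt target genes and otic marker genes drawn up before the data were examined, were therefore not run. The rule for naming items, also set beforehand, asked for gene symbols among transcripts with an adjusted p under 0.05 and the same direction in all 3 embryo pairs. No transcript with a symbol met it. For that case the rule asked for the 3 smallest p-values in each direction, which was not followed for transcripts. It also listed fixed genes, which could not be found without names. The transcript past the threshold is named instead, and 3 further transcripts and NICD1 were chosen after their values were seen. The 3 are the next smallest p-value among falling transcripts, the smallest among rising ones, and the transcript that shares reads with NICD1.

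Estimated counts were rounded to whole numbers, filtered with filterByExpr (minimum count 10, minimum total 15), scaled by TMM and tested with the edgeR 4.0.16 quasi-likelihood test (glmQLFit and glmQLFTest with the defaults of that version, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. All 6 libraries entered the fit and no covariate was used. The same model with the embryo number as a replicate block is given beside it. Fold changes are log2 values from edgeR. Their standard errors were derived from the quasi-likelihood F statistic. Abundances are CPM (counts scaled to the library total) with TMM scaling, given as mean ± SD over 3 libraries. Counts were simulated from the measured means, library sizes and per-transcript dispersions. With 200 transcripts changed 4-fold, all drawn from abundant ones, this test recovered 85.5% of them and called 4 unchanged transcripts among 175 calls. With a 2-fold change it recovered 11%. The blocked fit recovered 80.5% and 1.5%. With simulated dispersions that followed the abundance trend instead, the fit without the block recovered 89% and 40.5%, and the blocked fit 88% and 41%. Embryo differences were not simulated as an effect shared by both otocysts. The shares for the blocked fit therefore cannot show what the block gains in the real data.

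Alternatives fixed before the data were examined were DESeq2 size factors or total counts in place of TMM, no filter beyond any count, a minimum of 10 counts in every sample, the replicate block, an offset for effective length, limma 3.58.1 on log2(TPM + 1) or log2(TPM + 0.1), DESeq2 1.42.0 with and without the block, limma-voom, and leaving out each library. Several of these had been listed for gene-level results and were applied to the transcript-level ones. Alternatives chosen after the data were seen were another edgeR quasi-dispersion estimator (bias-adjusted, legacy = FALSE), a robust fit, a covariate for library fragment length, and 3 restricted sets of targets. Whole-number targets are those whose estimates were whole in all 6 libraries, so that no read was divided. For read-sharing units, up to 8 targets next to each other among the non-whole targets of the tables were summed if their estimates add up to whole numbers in every library, and every other target was kept as it was. Resolved units are the same set without the 4601 non-whole targets that fell in no group, that is, the summed groups and the whole-number targets. The search found 3731 groups covering 9438 of 14039 non-whole targets, against at most 2 groups in 20 shuffles of the target order. It recovered all 300 simulated groups, which were small, had adjacent members and lay among no ungrouped non-whole targets. That recovery does not show how many real groups were missed.

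The total of estimated counts per library ranged from 10060014 to 15217029, so that the floor of 3 counts lies between 0.197 and 0.298 CPM. Confidence intervals are 95% Clopper-Pearson intervals. Intervals and floors cover counting error only, because PCR copies were not told apart by molecular identifiers. Plots were drawn with matplotlib 3.10.9.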

Results

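The transcriptomes of 6 chicken otocysts were compared, 3 cultured with the Wnt inhibitor IWR-1 at 300 µM and 3 with DMSO, to ask which transcripts change when Wnt signalling is blocked for 24 h. Each embryo gave both members of a pair, the right otocyst for IWR-1 and the left one for DMSO. The IWR-1 libraries of embryos 35, 39 and 40 held 14967209, 12974103 and 14571220 estimated counts. The DMSO libraries of the same embryos held 12755546, 15217029 and 10060014. Between 18960 and 19969 of the 25752 targets had an estimate above 0 in a library, and between 14682 and 15640 reached 1 TPM. The 10 most abundant targets took 5.23% to 6.40% of the counts. Mean fragment length, read from the difference between length and effective length, was 191.9 bases in the IWR-1 library of embryo 40 and 182.4 bases in the DMSO library of embryo 39, against 211.0 to 212.1 bases in the other 4 libraries. These shorter-fragment libraries fell 1 in each group.

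Replicates were compared before they were averaged. Spearman's correlation of log2 CPM across the 16524 transcripts retained was between 0.958 and 0.968 for the 3 pairs of IWR-1 libraries and between 0.943 and 0.960 for the 3 pairs of DMSO libraries. Transcripts are not independent replicates, so these coefficients describe the libraries only. Counts of same-group libraries differed far beyond sampling noise, with a chi-square per degree of freedom from 15.3 to 63.9, and no 2 libraries were treated as copies. The first principal component carried 27.9% of the variance and set the DMSO library of embryo 39 apart. The second carried 23.2% and set the DMSO library of embryo 40 apart.

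**Figure D1:**
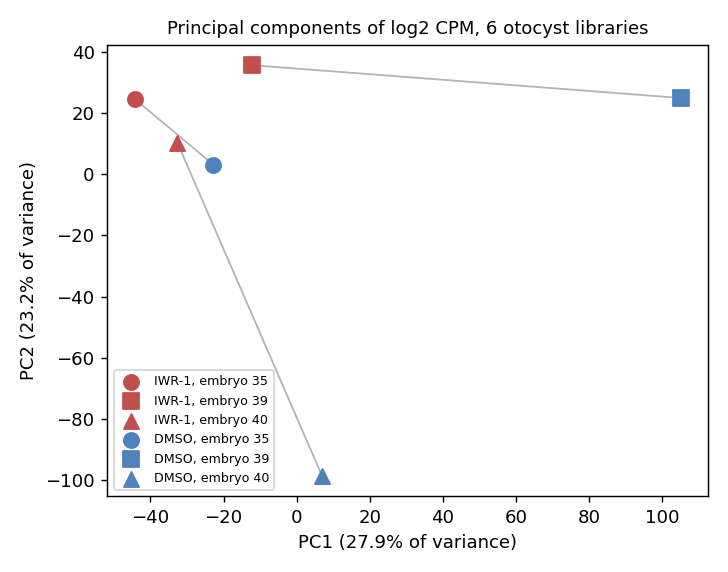
Principal components 1 and 2 of log2 CPM for the 6 libraries, in arbitrary units with the percentage of variance on each axis. Colour gives the group, symbol gives the embryo and grey lines join the otocysts of an embryo. The DMSO libraries of embryos 39 (105.14 on the first component) and 40 (-98.57 on the second) lie far from the other 4, and the groups do not form separate clusters.

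Between IWR-1 and DMSO, 1 of 16524 transcripts differed at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and it was lower in IWR-1. None was higher. The next adjusted p-value was 0.169. At an unadjusted p under 0.05 there were 1197 transcripts, 610 higher and 587 lower in IWR-1. Evenly spread p-values would give 826, but other splits of the 6 libraries gave 198 to 1019, so 826 is not a measured chance level. The share of higher transcripts among the 1197 was 51%. That share rose to 64.9% with total counts in place of TMM and to 72.0% on log2(TPM + 1), so the balance of directions depended on the scaling. It also depended on single libraries, with shares from 43.3% to 59.1% when a library was left out. With the embryo as a replicate block, 1 transcript again passed, the same transcript, and 1376 had an unadjusted p under 0.05, of which 744 were higher and 632 lower. Deviations from the group means correlated at a mean of 0.111 between otocysts of the same embryo and -0.056 between otocysts of different embryos in different groups. Such deviations cancel out within a group, so these means are tied to each other and are not separate evidence. Of the 6 ways to match IWR-1 to DMSO libraries, the matching by embryo gave the highest mean correlation, and the other 5 lay between -0.061 and 0.015. With so few matchings, the highest rank is weak evidence. The alternative that moved the count most used resolved units, in which targets that share reads are summed or left out. With the replicate block it gave 302 of 9870 units at an adjusted p under 0.05, 161 higher and 141 lower, and without the block 11 units.

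**Figure D2:**
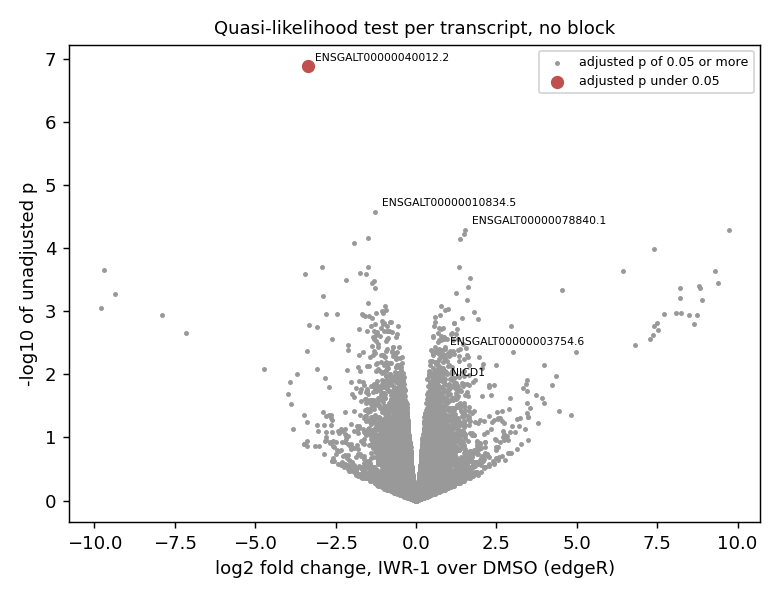
Log2 fold change of IWR-1 over DMSO (x axis) against -log10 of the unadjusted p (y axis) for the 16524 transcripts tested without the block. The red point is the 1 transcript with an adjusted p under 0.05, labels mark the transcripts given by name, and points beyond 5 in either direction are transcripts with hardly any counts in 1 of the groups.

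The transcript past the threshold was ENSGALT00000040012.2, 2062 bases long. Its abundance was 13.8 ± 0.702 CPM in IWR-1 and 140.5 ± 23.5 CPM in DMSO (SD, n = 3 each), a log2 fold change of -3.35 (SE 0.17; edgeR adjusted p = 0.00216), which is 10.2-fold lower. The differences within the 3 embryos ran from -3.63 to -3.15 on the log2 scale. With the replicate block the log2 fold change was -3.33 (SE 0.17; edgeR adjusted p = 0.0353). Its estimates were not whole numbers, so that some of its reads were divided with another target.

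Further down the ranking, no transcript passed the threshold in either fit. ENSGALT00000010834.5 (2588 bases) had the second smallest p-value and whole-number counts in every library. It measured 114.9 ± 13.6 CPM in IWR-1 and 279.6 ± 26.0 CPM in DMSO (SD, n = 3 each), with a log2 fold change of -1.28 (SE 0.14; edgeR adjusted p = 0.169, and 0.232 with the replicate block). Among rising transcripts, ENSGALT00000078840.1 (3359 bases) had the smallest p-value, and its estimates were not whole. Its abundance was 47.2 ± 2.87 CPM in IWR-1 and 16.4 ± 2.44 CPM in DMSO (SD, n = 3 each), a log2 fold change of 1.52 (SE 0.18; edgeR adjusted p = 0.169, and 0.262 with the replicate block).

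Of the 5 sequences that the authors added to the transcript set, only NICD1 (2429 bases) had enough counts to be tested. It measured 15.9 ± 3.37 CPM in IWR-1 and 8.60 ± 1.51 CPM in DMSO (SD, n = 3 each), a log2 fold change of 0.88 (SE 0.27; edgeR unadjusted p = 0.013, adjusted p = 0.569). Its rise was seen in 3 of 3 embryo pairs, by 0.72 to 1 on the log2 scale. With the replicate block the adjusted p was 0.558. The NICD1 estimates shared reads with ENSGALT00000003754.6 (9401 bases), as the sum of both was whole in all 6 libraries. That transcript measured 203.0 ± 26.1 CPM in IWR-1 and 115.1 ± 27.5 CPM in DMSO (SD, n = 3 each), a log2 fold change of 0.82 (SE 0.20; edgeR adjusted p = 0.441, and 0.412 with the replicate block). The mRFP and EGFP sequences had at most 17 and 5 counts in a library. HA-tag was at 0 counts in all libraries, below the floor of 3 counts. At 46 bases it is far shorter than the mean fragments of 182.4 to 212.1 bases. It may thus hardly be able to receive counts, and its 0 does not show that it was absent. Atoh1 had 2 counts in the DMSO library of embryo 39 and 0 in the others, so it was not detectable at this depth.

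**Figure D3:**
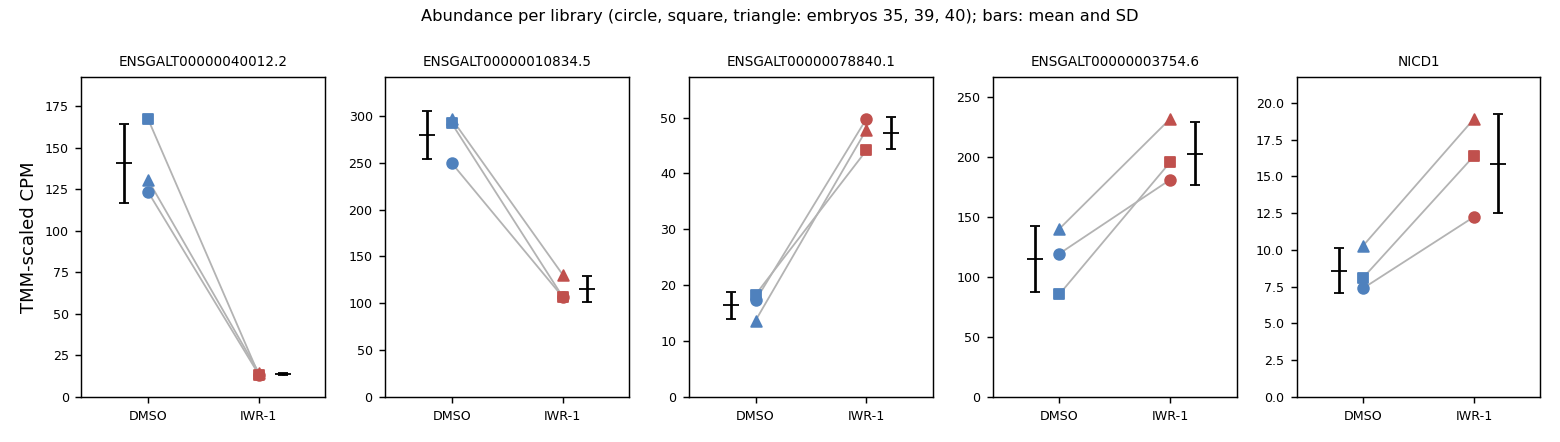
TMM-scaled CPM (y axis, each panel on its own scale from 0) of the 4 transcripts and NICD1 in the DMSO and IWR-1 groups. Symbols are libraries, grey lines join the otocysts of an embryo, and black bars give the mean and SD of 3 libraries. ENSGALT00000040012.2 and ENSGALT00000010834.5 fall and the other 3 rise in every embryo.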

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

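The tests in this part were chosen after the counts had been seen. Both results stand out because sequences outside the main comparison, too rare to be tested there, reached more than 3 counts in an IWR-1 library while no DMSO library had more than 1.

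The mRFP sequence, a red fluorescent protein that chicken embryos do not carry, had 17 counts in the IWR-1 library of embryo 40, or 1.17 CPM (95% Clopper-Pearson interval 0.68 to 1.87). It had 1 count in the IWR-1 library of embryo 39, 1 in the DMSO library of embryo 39 and 0 in the other 3. If stray reads were assigned to mRFP in proportion to depth, 18.1% of the 19 counts would fall in that library, and 17 of 19 has a one-sided exact binomial p of 2.8e-11 (8.4e-10 after adjustment for 30 combinations of sequence and library). That p-value takes the reads as independent and covers counting error only. Reads copied by PCR from few molecules may inflate the count, so background in proportion to depth cannot be ruled out. Carry-over of material or index from another library with such a construct is a further candidate explanation that the 6 tables cannot test. The treatment does not account for it in the other IWR-1 libraries, which had 1 and 0 counts. No biological explanation was tested.

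The EGFP sequence, a green fluorescent protein, had 5 counts in the IWR-1 library of embryo 35, or 0.334 CPM (95% Clopper-Pearson interval 0.108 to 0.78), against 0 to 2 in the others. The one-sided exact binomial p for 5 of 8 counts was 0.00751, and 0.225 after adjustment for 30 combinations, so it cannot be told apart from background in proportion to depth.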

How the results depend on the processing

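The count of 1 transcript, lower in IWR-1 and changed at least 2-fold, was also obtained with DESeq2 size factors, total counts, no filter beyond any count, the replicate block alone (adjusted p 0.0353), the effective length offset, log2(TPM + 0.1), limma-voom, the bias-adjusted quasi-dispersions without the block, the robust fit and the fragment length covariate. Leaving out a library gave 0 to 1 transcripts across the 6 fits, for all calls, for lower ones and for those of at least 2-fold, and 780 to 1767 transcripts at an unadjusted p under 0.05. It was 0 whenever an IWR-1 library was left out, with 780 to 980 at an unadjusted p under 0.05.

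In the following settings the counts moved by more than 1.5 times, and they are given as all calls, higher, lower and at least 2-fold. With 10 counts in every sample, 4 transcripts passed (1 higher, 3 lower, 4 at 2-fold). On log2(TPM + 1), 2 passed (1 higher, 1 lower, 2 at 2-fold). DESeq2 called 195 (98, 97 and 112), and 261 with the replicate block (137, 124 and 152), of which 148 were in both lists. The bias-adjusted quasi-dispersions with the replicate block gave 7 (3, 4 and 7). Whole-number targets gave 7 (1, 6 and 7), and 180 with the replicate block (87, 93 and 82). Read-sharing units gave 7 (3, 4 and 7), and 98 with the replicate block (35, 63 and 76). Resolved units gave 11 (1, 10 and 11), and 302 with the replicate block (161, 141 and 127). DESeq2 on resolved units called 143 (57, 86 and 73), and 248 with the replicate block (120, 128 and 100). Of the 98 read-sharing units called with the block, 64 were among the 302. Explanations of the gain in calls without divided reads, and of the calls by DESeq2 on transcripts, were tested as given among the other observations. For the higher count with 10 counts in every sample, on log2(TPM + 1) and with the bias-adjusted quasi-dispersions, the cause was not tested.

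The count at an unadjusted p under 0.05 stayed within 1.5 times of 1197 in 27 of 29 settings. The exceptions were a left-out library and whole-number targets, where 622 of 6360 passed. The split by direction was less stable. The share of higher transcripts was 51% with TMM, 64.9% with total counts, 72.0% on log2(TPM + 1) and 71.6% on log2(TPM + 0.1). With TMM and a library left out, it ran from 43.3% (without the IWR-1 library of embryo 40) to 59.1% (without the DMSO library of embryo 35). The split thus also depended on single libraries. The median log2 fold change of all transcripts was -0.005 with TMM and 0.061 with total counts, and it was shifted to 0.104 and 0.124 on the TPM scales, so directions of small changes hold only relative to the TMM scaling.

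For the 4 transcripts and NICD1, no direction reversed in 121 recomputed values: 100 kept their side of the threshold, 18 came to pass it and 3 no longer did. The 3 were all ENSGALT00000040012.2 with an IWR-1 library left out. Its log2 fold change lay between -3.42 and -3.09 and its adjusted p between 7.91e-69 and 0.0566 over 23 settings. All 23 used the same estimates with divided reads, because this transcript fell in no read-sharing group. Their similar values thus cannot tell a change in the RNA from one in how reads were assigned. ENSGALT00000010834.5 passed the threshold in 12 of 29 settings, with adjusted p-values from 7.16e-19 to 0.655, and NICD1 in 0 of 23, with adjusted p-values from 0.176 to 0.997.

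Depth and sample number were not varied on simulated data. With 3 libraries per group at the measured depth, edgeR recovered 85.5% of transcripts changed 4-fold and 11% of those changed 2-fold under the measured dispersion of each transcript. Under dispersions that followed the abundance trend, it recovered 89% and 40.5%. The changed transcripts were all drawn from abundant ones, so recovery among sparse transcripts was not examined. With edgeR, more 2-fold changes were missed than called in both simulations, whereas DESeq2 recovered 53.5% and 51% of them. The planned gene-level results, their alternatives and the lists of Wnt target and otic genes were not run, because the identifiers were not paired with gene names.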

Other observations

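All tests in this part were chosen after the results they bear on had been seen, apart from the splits of the samples, which were planned for any model across transcripts.

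The 10 ways to split the 6 libraries into 3 and 3 were each tested without a block. For the count of transcripts at an adjusted p under 0.05, 1 of the 10 splits, the real one, gave as many as 1 transcript. The count at an unadjusted p under 0.05 was as large as 1197 in 1 of 10 splits, and the other 9 gave 198 to 1019. DESeq2 gave 195 transcripts for the real split and 11 to 94 for the others, again 1 of 10. Resolved units without the block gave 11, and 0 in each of the other 9 splits. The real split parts all 3 embryo pairs, and so do 3 of the others, which gave 198 to 326 transcripts at an unadjusted p under 0.05. The remaining 6 part only 1 pair and set otocysts of an embryo on the same side, which gave 417 to 1019. With the embryo block, only the 4 splits that part all 3 embryo pairs were fitted, and 1 of the 4, the real one, gave as many as 302 resolved units. The other 3 gave 0, with 112 to 256 units at an unadjusted p under 0.05 against 1465. A design of this size cannot bring the share of splits under 0.05. In the other splits any treatment effect would add to the residual spread, which would lower their counts.

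With edgeR, the number of calls rose once divided reads were taken out of account, above all in the fit with the embryo block. With the embryo block, edgeR called 1 of 16524 transcripts but 302 of 9870 resolved units, with a median absolute log2 fold change of 0.92. Without the block, the count went from 1 transcript to 11 resolved units. That transcript, ENSGALT00000040012.2, had estimates that were not whole and was itself not tested among resolved units. It is therefore not counted among the 11 or the 302. DESeq2 showed no gain in counts: it called 261 of 16524 transcripts and 248 of 9870 resolved units with the block. Without the block it called 195 and 143. The sets differ in size, and DESeq2 called a larger share of the resolved units than of the transcripts in both fits. Of the 248 units called by DESeq2, 238 were among the 302. A smaller number of tests is not the explanation, since 20 random sets of 9870 transcripts gave at most 1 call. Higher typical noise in targets that share reads cannot be excluded. The dispersion of non-whole targets was above that of whole ones in 10 of 10 bins of abundance, by a median of 1.11 times, below the 1.2 set for the test, but the ratio ranged from 1.03 to 1.54 and passed 1.2 in the 2 bins of lowest abundance. Unequal noise among targets that share reads is a candidate explanation. The prior degrees of freedom, which measure how alike the dispersions of targets are, in the fit with the block were 2.99 on non-whole targets alone and 31.08 on whole ones, and lay between 3.20 and 4.07 in 20 random sets of 6360 transcripts. Those fits called 0 of 10164 non-whole targets, 180 of 6360 whole ones and at most 1 in a random set. Without the block, the prior degrees of freedom were 3.36 on all transcripts, 7.08 on whole-number targets and 7 on resolved units, with 1, 7 and 11 calls. Most of the gain thus appeared only when divided reads were removed and the block was added together, and unequal noise alone does not explain why the block mattered. A few outlying targets were examined only without the block. There the robust fit, which guards against them, left the prior degrees of freedom at 3.48 and the count at 1. No robust fit was run with the block, so outlying targets cannot be excluded for the larger gain in that fit. The hypothesis is that uneven noise across the targets that share reads weakens the moderation of the other transcripts, so that a transcript-level count of 1 in edgeR may understate the difference between IWR-1 and DMSO. Embryo differences were of similar extent in the same fit, with 233 resolved units differing among the 3 embryos at an adjusted p under 0.05.

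Calls by DESeq2 on transcripts call for care in the other direction. It called 195 transcripts without the block, but on counts simulated with 4-fold changes and the measured dispersions of each transcript, 23.7% of its calls were unchanged transcripts (58 of 245), against 2.3% for edgeR without the block and 6.9% with it. With 2-fold changes the shares were 28.2% for DESeq2 (42 of 149) and 8.3% for edgeR without the block (2 of 24), and the blocked fit made 4 calls, 1 of them unchanged. Dispersions that vary between transcripts account for at most part of this. When the simulated dispersions followed the abundance trend, the DESeq2 share was 22.4% (55 of 245) with 4-fold and 20.9% (27 of 129) with 2-fold changes. False calls at this sample size may thus make up part of the 195. DESeq2 also recovered more of the changed transcripts than edgeR in the same simulations. It recovered 93.5% of 4-fold and 53.5% of 2-fold changes under the measured dispersions, and 95% and 51% under the trend. Among the other splits, the 3 that part all embryo pairs gave 11 to 32 calls. The 6 that part 1 pair gave 22 to 94, but these carry differences between embryos, so such calls need not be false.

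Transcripts that seem switched on or off were nearly all targets that share reads, so that the way reads were assigned may contribute to them. Of the 1197 transcripts with an unadjusted p under 0.05, 29 had at most 3 counts in every library of a group, 23 of them in DMSO and 6 in IWR-1, and the largest rise by log2 fold change, 9.73, was among them. Only 1 of the 29 was a whole-number target, and 18 fell in 18 read-sharing groups. After summing the counts in a group, 3 of the 18 groups (16.7%) had an unadjusted p under 0.05, against 8.7% of all units. Summing dilutes a true switch between isoforms as well as a reassignment of reads between targets that share them, so the loss cannot tell these apart. Such patterns were also seen between pairs of libraries. Among transcripts, 34 were at 3 counts or fewer in 2 libraries and at 5 CPM or more in the other 4, or the reverse; 0 of the 34 were whole-number targets, and 0 of 12561 resolved units had such a pattern. The 3 pairs of otocysts from the same embryo accounted for 13 of the 34, and the other 12 of the 15 pairs for 21, so these transcripts were more frequent within embryos. This excess was not tested. No resolved unit was therefore present in both otocysts of an embryo and missing from the others, or the reverse, at these limits.

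The rise of NICD1 in IWR-1 libraries may come from a single Ensembl transcript. Among 13914 non-whole targets, ENSGALT00000003754.6 was the only one whose estimates added to those of NICD1 gave a whole number in 6 of 6 libraries, within 0.005, and the next best target missed by up to 0.1117. Reads shared with an Ensembl transcript thus account for the fractions of NICD1. An extra source of NICD1 sequence in IWR-1 libraries would raise its ratio to that transcript. The ratio was 7.77% ± 0.89 in IWR-1 and 7.67% ± 1.67 in DMSO (SD, n = 3 each), with an exact two-sided permutation p of 1, where 3 against 3 cannot go below 0.1. A difference in the ratio was not seen, but a small extra source cannot be told apart from none at this size. The hypothesis that fits these values is that both targets follow the same RNA, whose rise did not pass the threshold in edgeR. ENSGALT00000003754.6 did pass it in DESeq2, with an adjusted p of 0.018 without the replicate block and 0.000538 with it, the lowest of a range up to 0.997 over 23 settings.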
